# Characterization of microRNAs in Mud Crab *Scylla paramamosain* under *Vibrio parahaemolyticus* Infection

**DOI:** 10.1371/journal.pone.0073392

**Published:** 2013-08-30

**Authors:** Shengkang Li, Shuo Zhu, Chuanbiao Li, Zhao Zhang, Lizhen Zhou, Shijia Wang, Shuqi Wang, Yueling Zhang, Xiaobo Wen

## Abstract

**Background:**

Infection of bacterial *Vibrio parahaemolyticus* is common in mud crab farms. However, the mechanisms of the crab’s response to pathogenic *V. parahaemolyticus* infection are not fully understood. MicroRNAs (miRNAs) are a class of small noncoding RNAs that function as regulators of gene expression and play essential roles in various biological processes. To understand the underlying mechanisms of the molecular immune response of the crab to the pathogens, high-throughput Illumina/Solexa deep sequencing technology was used to investigate the expression profiles of miRNAs in *S* *. paramamosain* under *V. parahaemolyticus* infection.

**Methodology/Principal Findings:**

Two mixed RNA pools of 7 tissues (intestine, heart, liver, gill, brain, muscle and blood) were obtained from *V. parahaemolyticus* infected crabs and the control groups, respectively. By aligning the sequencing data with known miRNAs, we characterized 421 miRNA families, and 133 conserved miRNA families in mud crab *S* *. paramamosain* were either identical or very similar to existing miRNAs in miRBase. Stem-loop qRT-PCRs were used to scan the expression levels of four randomly chosen differentially expressed miRNAs and tissue distribution. Eight novel potential miRNAs were confirmed by qRT-PCR analysis and the precursors of these novel miRNAs were verified by PCR amplification, cloning and sequencing in *S* *. paramamosain* . 161 miRNAs (106 of which up-regulated and 55 down-regulated) were significantly differentially expressed during the challenge and the potential targets of these differentially expressed miRNAs were predicted. Furthermore, we demonstrated evolutionary conservation of mud crab miRNAs in the animal evolution process.

**Conclusions/Significance:**

In this study, a large number of miRNAs were identified in *S* *. paramamosain* when challenged with *V. parahaemolyticus*, some of which were differentially expressed. The results show that miRNAs might play some important roles in regulating gene expression in mud crab under *V. parahaemolyticus* infection, providing a basis for further investigation of miRNA-modulating networks in innate immunity of mud crab.

## Introduction

In recent decades, rapid development of large-scale mud crab cultivation has been accompanied by the emergence of various diseases caused by bacteria, virus, and rickettsia-like organisms [1], which resulted in great economic losses in mud crab aquaculture. *V. parahaemolyticus*, a gram-negative bacterium, is one of the main pathogens of the brackish water-raised mud crabs in southeast China. When infected with *V. parahaemolyticus*, mud crab *S* *. paramamosain* showed the symptoms of lethargy, decreased appetite, reduced ingestion, and discolored carapace. The appendages of the diseased crab become pink, the ambulatory legs paralyzed, and the gills edematized. At the same time, the bacterial pathogen can be observed in tissues like blood, intestine, stomach, etc. [2–4]. It is vital and necessary to study the immune response of *S* *. paramamosain* to *V. parahaemolyticus* infection, whose underlying molecular mechanisms are not fully understood.

Recently, the non-coding miRNAs have been proved to regulate gene expression and function by repressing specific target genes at post-transcriptional levels in various biological processes via complementary binding to target mRNA’s 3'-UTR, leading to mRNA cleavage or protein translation blockage [5]. The first discovered miRNAs are lin-4 and let-7 in *Caenorhabditis elegans* as important regulators controlling the timing of larval development [6,7]. Till now, thousands of highly conserved miRNAs have been identified in different organisms, which function directly in the regulation of cell growth, differentiation, apoptosis, development, hormone secretion, and so on [8,9]. Moreover, miRNAs are currently estimated to comprise 1-5% of animal genes [10], controlling the activity of more than 60% of protein-coding genes [11].

Increasingly emerging evidences suggest that miRNAs play some important roles in the immune system in animals [12]. It is now evident that miRNAs have unique expression profiles in cells of the innate and adaptive immune systems. For example, 200 mature miRNAs have been detected in human acute monocytic leukemia cell line THP-1 under lipopolysaccharides (LPS) treatment [13]. A series of in vivo molecular tools have shown the critical role of miR-29 family in setting the molecular threshold for thymic production of T cells, T cell polarization and B cell oncogenic transformation in the adaptive immunity [14]. Also, miRNAs are being identified as key regulators in immune cell development and functions, as well as the defense against various foreign pathogens. The ligands of toll-like-receptor (TLR) 2, (TLR) 4, and (TLR) 5 significantly stimulate the expression of miR-146, leading to reduced expression of IRAK1 and TRAF6, which are important ingredients in the TLR pathway [15,16]. In prion-infected mouse brain tissues, miR-146a is over-expressed and may play a role as a potent modulator of microglial activation state [17]. During the innate immune response in mammals and invertebrates, the miR-155 is found to enhance the production of TNF-*a*, suggesting a positive role of miR-155 to regulate the release of inflammatory mediators [18–20]. Besides, miR-125b and miR-223 are also demonstrated to take an active part in the innate immune system [16].

Though much has been done for miRNAs identification and characterization in mammals and a few aquatic crustacean species [1,21–23], it keeps mostly unknown for miRNA transcriptome in mud crab *S* *. paramamosain* . Identification and isolation of immune-related miRNAs is the first step toward a thorough understanding of the roles of miRNAs in the innate immune system of mud crab.

In the present study, we examined the miRNA transcriptome from multiple tissues of mud crab *S* *. paramamosain* under the controlled and infected conditions with bacterial pathogen *V. parahaemolyticus* by using the high throughput Illumina/Solexa deep sequencing technology. By comparing mud crab miRNA transcriptome during *V. parahaemolyticus* infection and the control groups to known miRNAs in miRBase 19.0, we obtained 133 conserved miRNA families and 8 novel potential miRNAs in mud crab *S* *. paramamosain* were neither identical nor very similar to existing miRNAs. Subsequently, we detected and measured the expression levels of these miRNAs by stem-loop qRT-PCR assays and identified 161 significantly differentially expressed miRNAs (106 up-regulated and 55 down-regulated) during *V. parahaemolyticus* infection. These findings contribute to better understandings of miRNAs in regulating immune responses of mud crab to bacterial pathogen infection, and help for developing new strategies to prevent or treat *V. parahaemolyticus* infection in crustaceans.

## Results

### Overview of the high-throughput sequencing data

Two mixed RNA pools of 7 tissues (intestine, heart, liver, gill, brain, muscle and blood) from the *V. parahaemolyticus* infected mud crabs and the control groups, respectively, were subjected to high-throughput sequencing with the Illumina/Solexa platform. 

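The control library held 17496577 reads of 751656 distinct sequences (tags), and the Vp-infected library held 16888096 reads of 863932 tags. Each library was made from a pool of 20 crabs and 7 tissues, 24 h after injection with saline or with the bacteria. The paper gives the injected volume as 100 µL and the RNA taken from each tissue as 2 µg, while the sample labels give 20 µL and 1 µg. The authors removed adapters, low-quality reads and contaminants, collapsed identical reads and deposited the raw count of each tag, with no alignment and no scaling. The counts therefore hold the reads of every kind of small RNA of 18 to 44 nt that passed the authors' cleaning.

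A miRNA was counted from these files by its start, the first 18 nt of the sequence that the paper lists for it, and the reads of all tags that begin with those bases were summed. The same start was counted in both libraries, and a name listed with several sequences was counted over all of its starts. Counts were scaled to reads per 1000000 (RPM) by the total reads of the library, as the paper did. Starts with at least 1 RPM in either library were compared by the exact test of Audic and Claverie, two-sided, with Benjamini-Hochberg adjustment over the starts tested. A miRNA was called higher or lower in the infected library when its ratio was over 2-fold and its adjusted p was under 0.01. The paper states the fold threshold and the minimum level but no threshold for p.

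There was 1 library per condition, so the difference has no replicate check, and the test on the reads compares these libraries, not the conditions. Ratios are given as log2 of infected over control, with 95% intervals from the exact binomial (Clopper-Pearson) split of the reads. These intervals cover counting error only, and no variation between crabs, pools or libraries. PCR reads without molecular identifiers are not independent molecules, so the intervals may be too narrow even for counting error. A count of 0 was taken to allow up to 3 reads, which is 0.171 RPM in the control library and 0.178 in the infected library.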

A total of 19,144,358 raw reads from the control group and 18,559,070 under the infected conditions, were obtained and uploaded to Gene Expression Omnibus (GEO: GSE39921). After removing some substandard reads, we analyzed the length distribution of the rest small RNAs (13–27 nt long) (control, 17,496,577, 91.90% of total, GEO: GSM981350; infected, 16,888,076, 91.51% of total, GEO: GSM981351) (Figure 1). The size distribution was similar between these two groups, and the most abundant small RNA was 22 nt long (Figure 1A). 

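Small RNAs of 22 nt, the usual length of mature animal miRNAs, made up 50.3% of the control reads (exact 95% interval 50.26% to 50.30%) and 48.0% of the infected reads (47.95% to 47.99%). The share of 20-nt reads was 13.1% in the control group and 16.0% in the infected group. Reads of 21 nt took 13.9% and 13.5%, in the same order. The peak at 22 nt came largely from miR-1 and let-7. Without the reads of those miRNAs, 20.5% of the control reads and 21.4% of the infected reads were 22 nt long, which was still the most frequent length. Of the distinct tags, each counted once, 15.7% and 15.5% were 22 nt long. Nearly all reads, 99.8% and 99.9%, lay within the 13 to 27 nt that the paper reports, and no read was shorter than 18 nt.

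**Figure D1:**
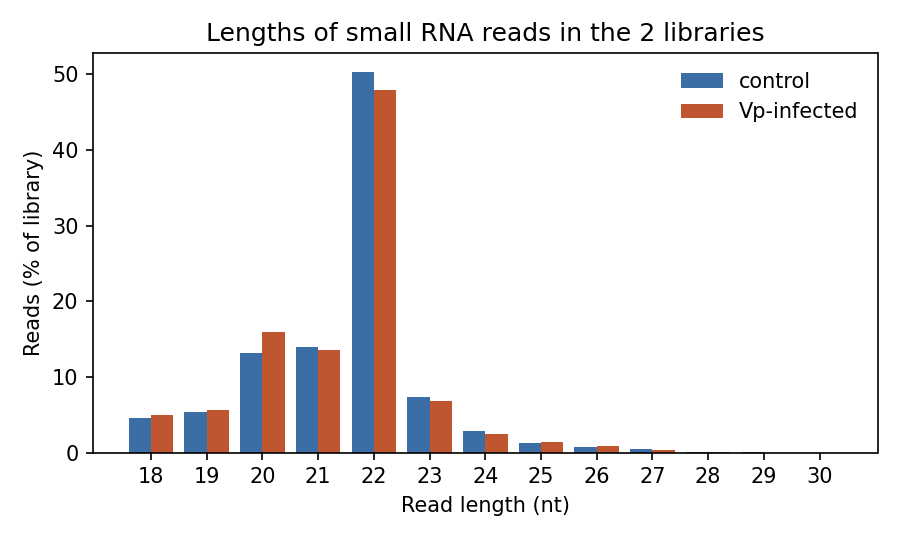
Share of the reads of each library (% of library, vertical axis) at each read length (nt, horizontal axis) in the control and Vp-infected libraries, 1 library each. Both libraries peak at 22 nt, and the infected library has the larger share at 20 nt.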

The small RNA sequences were compared with RNA databases (miRBase 19.0, http://www.mirbase.org, released at August 2012; Rfam, http://rfam.janelia.org; and Genbank, http://blast.ncbi.nlm.nih.gov). Reads from mRNA, rRNA, tRNA, snoRNA, and repeat sequences were removed. 

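miR-1, the muscle miRNA of animals, was the most abundant small RNA in both groups, with 43.9% of all control reads and 38.1% of all infected reads. let-7-5p, a member of the let-7 family of developmental regulators, followed with 23.3% and 26.9%. No other start listed by the paper came near these. miR-275 had 131507 reads in the control group and 99746 in the infected group (log2 ratio -0.35). For miR-184 the reads were 112849 and 117014 (log2 ratio 0.10), and for miR-281 they were 38871 and 37355 (log2 ratio -0.01). miR-981 had 123726 and 70569 reads (log2 ratio -0.76), and miR-4183-5p had 124589 and 203798 (log2 ratio 0.76). Among the 10 most abundant starts of each library, miR-33 and miR-4175-3p were called lower and miR-467d-5p was called higher in the infected library. miR-4175-3p fell from 101934 to 26764 reads, which was 3.68-fold lower, and miR-467d-5p rose from 12879 to 34353 reads, which was 2.76-fold higher. Whether the reads of these starts come from miRNAs or from other RNAs was not tested.

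All starts listed by the paper together took 12957035 control reads (74.1%) and 12042926 infected reads (71.3%). Tags within 2 mismatches of a listed start took 81.6% and 78.6%. The deposited counts include the reads that the authors removed as mRNA, rRNA, tRNA, snoRNA and repeats, and that removal was not repeated here.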

A quantity of 13,926,242 (^~^80%) and 13,138,560 (^~^78%) meaningful reads in the control and infected conditions, respectively, were remained for miRNA analysis (Figure 1 B, C).

**Figure 1:**
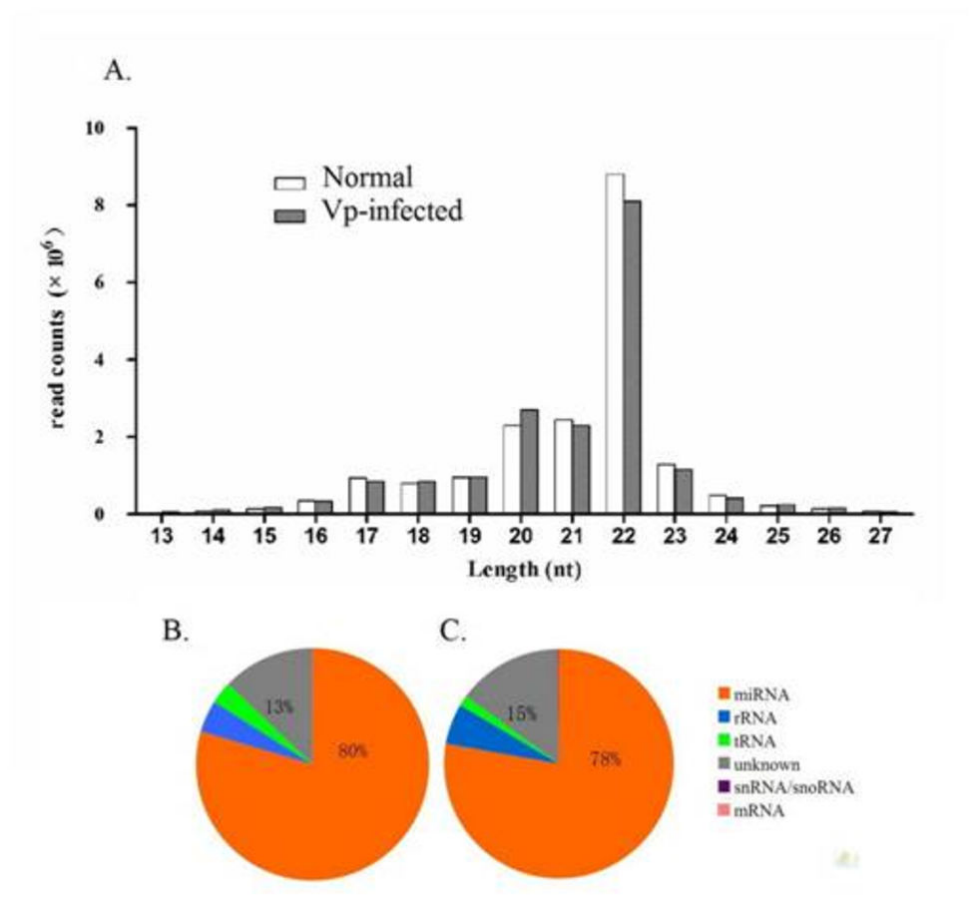
Length distribution, abundance and composition of small RNAs in mud crab *S* *. paramamosain* . (A) Length distribution and abundance of small RNAs in the control and infected groups. (B) Composition of small RNAs in the control group. (C) Composition of small RNAs in the infected group.

### Identifying conserved miRNAs in *S. paramamosain*

To identify conserved miRNAs in mud crab, all small RNA sequences were Blastn searched against the currently known miRNAs and clustered on the basis of sequence similarity because some sequences probably came from the same precursor. To get a comprehensive knowledge of the conserved miRNAs in *S* *. paramamosain* , we compared mud crab miRNA transcriptome during *V. parahaemolyticus* infection and the control groups (Table S1) to known miRNAs in miRBase 19.0. Allowed one or two mismatches between sequences, after Blastn searches and further sequence analysis, total miRNAs in this two groups were belong to 421 miRNA families identified by miRBase (Table S2). Among the 421 families, 98 (23.3%) Spa-miRNA families were conserved in Arthropoda, 35 (8.3%) of which were conserved in Crustacea. Thus, 133 conserved miRNA families in mud crab *S* *. paramamosain* were either identical or very similar to existing miRNAs in miRBase, whereas the remaining 288 were known but non-conserved miRNAs in the crab miRNA transcriptome.

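Most miRNAs conserved across arthropods had similar levels in the control and infected libraries, and 7 were called different. iab-4, the miRNA of the Hox cluster, was higher in the infected library, with 37 control reads and 291 infected reads of its 5p arm (log2 ratio 3.03, interval 2.53 to 3.56). The start listed for miR-iab-4-3p, which is also listed for miR-iab-8-3p, had 18 and 60 reads and was also higher (log2 ratio 1.79, interval 1.01 to 2.64). miR-278, which acts in insulin signalling and energy balance in Drosophila, was lower, with 1589 and 273 reads (log2 ratio -2.49, interval -2.68 to -2.30). miR-375, a miRNA of secretory cells in vertebrates, was also lower, with 958 and 355 reads over its starts (log2 ratio -1.38).

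The list of 49 conserved arthropod miRNAs was set by name and seed (nt 2 to 8) before the data were examined. A start with the right seed was listed for 47 of them, and 44 reached 1 RPM. Of these, 3 were higher (miR-125, miR-316 and iab-4), 4 were lower (miR-31, miR-33, miR-278 and miR-375) and 37 were not called. miR-31, with 52 and 22 reads, passed at a log2 ratio of -1.19 (interval -1.98 to -0.45), but was below 2-fold with exact copies of the listed sequences (log2 ratio -0.95) and with those sequences anywhere in the tag (log2 ratio -0.69). Tags within 2 mismatches, a range added after the data were examined, held 68083 and 30049 reads (log2 ratio -1.13). bantam, a growth regulator of insects, had 3627 and 3684 reads (log2 ratio 0.07). miR-8 had 7036 and 5441 reads (log2 ratio -0.32), and miR-263 had 14506 and 7657 (log2 ratio -0.87). The median log2 ratio of the 44 was -0.02, and it was 0.04 when scaled by the reads of listed miRNAs. Over the leading start of each miRNA, the median log2 ratio was -1.9e-04, at percentile 82.91 of 10000 random lists of starts of similar abundance. The median size of the log2 ratio was 0.37, against 0.43 in those lists (percentile 3.05). At a log2 threshold of 2 in place of 1, only iab-4 remained called higher and only miR-278 lower.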

### Validation of miRNAs expression by stem-loop qRT-PCR

To validate the data acquired from sequencing, northern blotting analyses were conducted to determine the expression levels of 4 randomly-chosen significantly differentially expressed miRNAs (up-regulated: miR-266, miR-1778; down-regulated: miR-702-5p, miR-84a) with 5S rRNA gene of the mud crab as the internal reference. 

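Of the miRNAs chosen for northern blotting, miR-1778 was higher in the infected library, miR-702-5p and miR-84a were lower, and miR-266 had too few reads to compare. miR-1778 rose from 121 to 1282 reads, which was 11.0-fold higher (log2 ratio 3.46, interval 3.19 to 3.74). miR-702-5p fell from 2909 to 627 reads, which was 4.48-fold lower (log2 ratio -2.16, interval -2.29 to -2.04). miR-84a had 21 control reads and 5 infected reads (log2 ratio -2.02, interval -3.78 to -0.57). It was called lower on these few reads. Only 2 control reads and 1 infected read had exactly the listed sequence (log2 ratio -0.95), too few to compare. With 1 mismatch allowed in the first 18 nt the log2 ratio of miR-84a was -2.79 (interval -3.75 to -1.94). With the listed sequence anywhere in the tag it was -1.53 (interval -2.81 to -0.40). miR-266 had 5 and 3 reads (log2 ratio -0.69, interval -3.37 to 1.68).

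Tags within 2 mismatches of the first 18 nt of miR-266, a range added after the data were examined, summed to 66563 control reads and 29445 infected reads (log2 ratio -1.13). Its listed start is 1 of 4 that carry the miR-31 seed. In the same range, miR-84a had a log2 ratio of -0.78.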

The results of the mixed RNA samples by northern blotting were well in accord with that of the sequencing by Solexa (Figure 2a), indicating the data presented here were in high quality. Furthermore, we measured the expression profiles of these four miRNAs by stem-loop quantitative real-time PCR assay in seven individual tissues. The data were subjected to analysis of one-way ANOVA followed by Student’s *t*-test (Figure 2c–f). miR-266 was expressed in all seven tissues tested in the treatment groups and the control groups with the highest expression level in the tissues of muscle, blood and liver. After *V. parahaemolyticus* infection, miR-266 increased its reads significantly in the muscle of the mud crab. Another up-regulated miR-1778, which had a very low reads in all tissues tested in the control groups, had a strong expression levels in blood and followed by that in muscle. As for two down-regulated miRNAs, miR-702-5p decreased its reads, most significantly, in muscle and liver; while miR-84a reduced its expression most in brain and gill after the *V. parahaemolyticus* infection in mud crabs. In summary, 4 differentially expressed miRNAs, all identified by Solexa sequencing, were validated by qRT-PCR assay, and the data showed a tissue specific characteristic only for miR-1778 (blood and muscle-specific).

**Figure 2:**
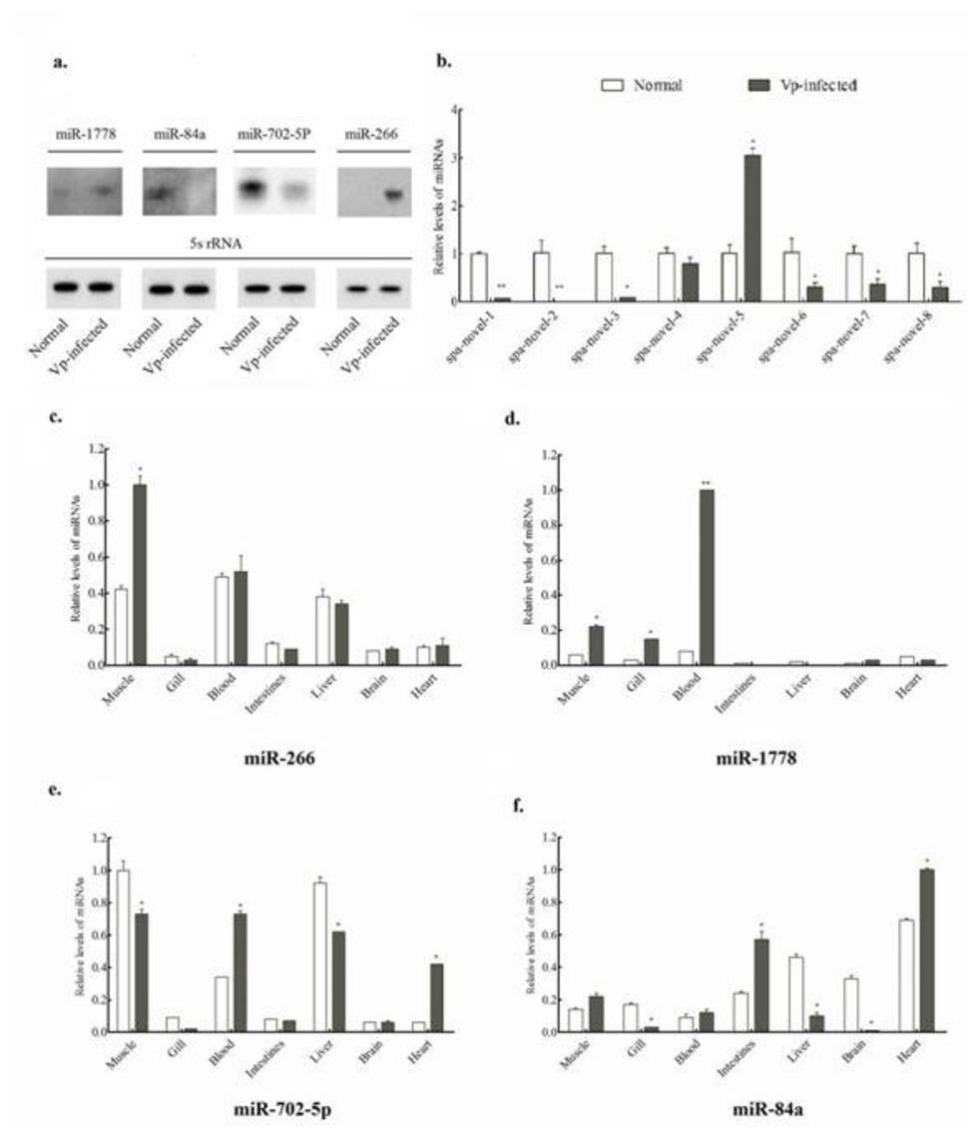
Expression profiles analysis of the conserved and novel potential miRNAs. (a) Validation of the four randomly-chosen differentially expressed miRNAs by Northern blotting. (b) Validation of eight novel potential miRNAs by qRT-PCR analysis. (c–f) The distribution of four randomly-chosen differentially expressed miRNAs (miR-266, miR-1778, miR-702-5p, miR-84a) in 7 different tissues (blood, intestine, heart, liver, gill, brain and muscle). Each reaction was repeated three times and the template amount was corrected by 5S rRNAs of mud crab. The significant difference of miRNA expression between the immune challenges and the control groups was indicated with asterisks (**: *P*<0.01, * *P*<0.05).

To better understand the function of the above novel as well as conserved mud crab miRNAs, putative targets of these miRNAs were predicted using the described criteria and methods [24]. All miRNAs were used for target analysis by search against *D* *. pulex* EST sequences and the annotated cDNA sequences of mud crab *S* *. paramamosain* (unpublished data). All miRNAs have multiple targets, and some even have more than 2000. Similarly, some *Unigenes* have varied miRNA target sites. Top 3 targets by the order of the scores were obtained for each miRNAs, and subjected to GO analysis to investigate gene ontology. The results demonstrated that the targets of miRNAs in mud crab could be involved in biological processes, cellular components and molecular functions (Figure 3).

**Figure 3:**
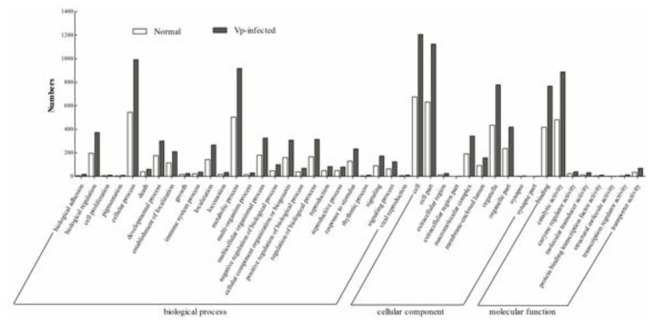
GO analysis of target genes in mud crab.

### Identifying novel potential miRNAs in *S. paramamosain*

Moreover, 8small RNAs were identified in the crab miRNA expressions of the infection group and the control group from precursors by using Mireap, designed by Beijing Genomics Institute (BGI), met the criteria established by Allen et al. [25] and were considered as putative novel *S* *. paramamosain* miRNAs (Table 1). Since the whole genomic sequence of mud crab is unavailable, we rely on the genome sequences of crustacean *Daphnia* *pulex* and our previous mud crab transcriptom database (unpublished data) as references to predict mud crab new miRNAs. The precursor sequences of the 8 novel potential miRNAs were verified by PCR amplification with *S* *. paramamosain* genomic DNA as templates (Figure S1), cloned and sequenced with the length varying from 76 to 100 nt (Table 1). The secondary structures were then predicted by Mfold to be a typical hairpin (Figure 4). 

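The sixth and the eighth precursors of Table 1 gave the lowest and the highest minimum free energy when all 8 were folded again at 37 °C with RNAfold. The sixth, the longest precursor at 99 nt, had a minimum free energy of -39.3 kcal/mol, and the eighth, at 80 nt, had -20.5 kcal/mol. The first precursor, which holds the same mature sequence as the sixth, folded at -32.5 kcal/mol over 86 nt. The fourth, the shortest at 75 nt, folded at -23.5 kcal/mol. Of the 8 precursors, 7 folded into a structure with 1 hairpin loop, and the sixth had 2. In the third precursor, 95.7% of the bases of the mature miRNA were paired, the largest share among the 8, and in the fourth the share was 72.7%, the smallest.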

Further, the minimum free energy (Mfe) value of the five miRNAs was estimated to range from -41.9 to -20.82 kcal/mol (Table 1), which were consistent with the results from previous researches [26,27].

**Table 1:** The novel miRNAs identified by Mireap in mud crab *S* *. paramamosain* .

**Name**	**Express**		**Sequence**	**Precursor length (nt)**	**Precursor sequence**	**Mfe (kcal/mol)**
	**Normal**	**Vp-infected**				
spa-novel-01	12	0	GCGGTGCGGGTGGGAAGCGGCG	**86**	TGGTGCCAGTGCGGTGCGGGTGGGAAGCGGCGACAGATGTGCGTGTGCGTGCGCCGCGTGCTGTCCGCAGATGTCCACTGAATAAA	**-34.90**
spa-novel-02	20	0	ACTGGACTGGGTGCAGTGGAGTC	**78**	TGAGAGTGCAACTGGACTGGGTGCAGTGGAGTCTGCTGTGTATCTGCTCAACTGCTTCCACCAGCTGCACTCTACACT	**-35.40**
spa-novel-03	11	0	AAAGCTGGAAGGATTTGGAGGCT	**92**	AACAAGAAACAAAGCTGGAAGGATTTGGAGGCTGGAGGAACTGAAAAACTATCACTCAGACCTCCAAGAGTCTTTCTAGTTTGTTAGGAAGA	**--31.60**
spa-novel-04	11	37	AGAAAATGGTTGAAGAGTTCCG	**75**	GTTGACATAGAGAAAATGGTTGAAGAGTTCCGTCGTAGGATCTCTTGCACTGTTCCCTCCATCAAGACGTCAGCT	**-21.80**
spa-novel-05	7	31	AGGGGTCTGCATAGATGGCT	**87**	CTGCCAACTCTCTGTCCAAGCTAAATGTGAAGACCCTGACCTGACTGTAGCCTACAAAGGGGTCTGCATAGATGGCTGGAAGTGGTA	**-27.80**
spa-novel-06	12	0	GCGGTGCGGGTGGGAAGCGGCG	**99**	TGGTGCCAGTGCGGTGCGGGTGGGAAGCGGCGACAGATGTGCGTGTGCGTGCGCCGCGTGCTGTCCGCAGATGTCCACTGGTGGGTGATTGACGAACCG	**-41.90**
spa-novel-07	5	10	AGAAGGATGTAGCACGGTGG	**78**	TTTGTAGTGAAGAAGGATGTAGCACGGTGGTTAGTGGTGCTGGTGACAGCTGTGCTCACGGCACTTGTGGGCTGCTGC	**-26.80**
spa-novel-08	12	0	TCCAAATCTGATTGGAGAATGA	**80**	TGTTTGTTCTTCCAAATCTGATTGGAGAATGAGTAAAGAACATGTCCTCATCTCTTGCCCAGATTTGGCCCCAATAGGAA	**-20.82**

**Figure 4:**
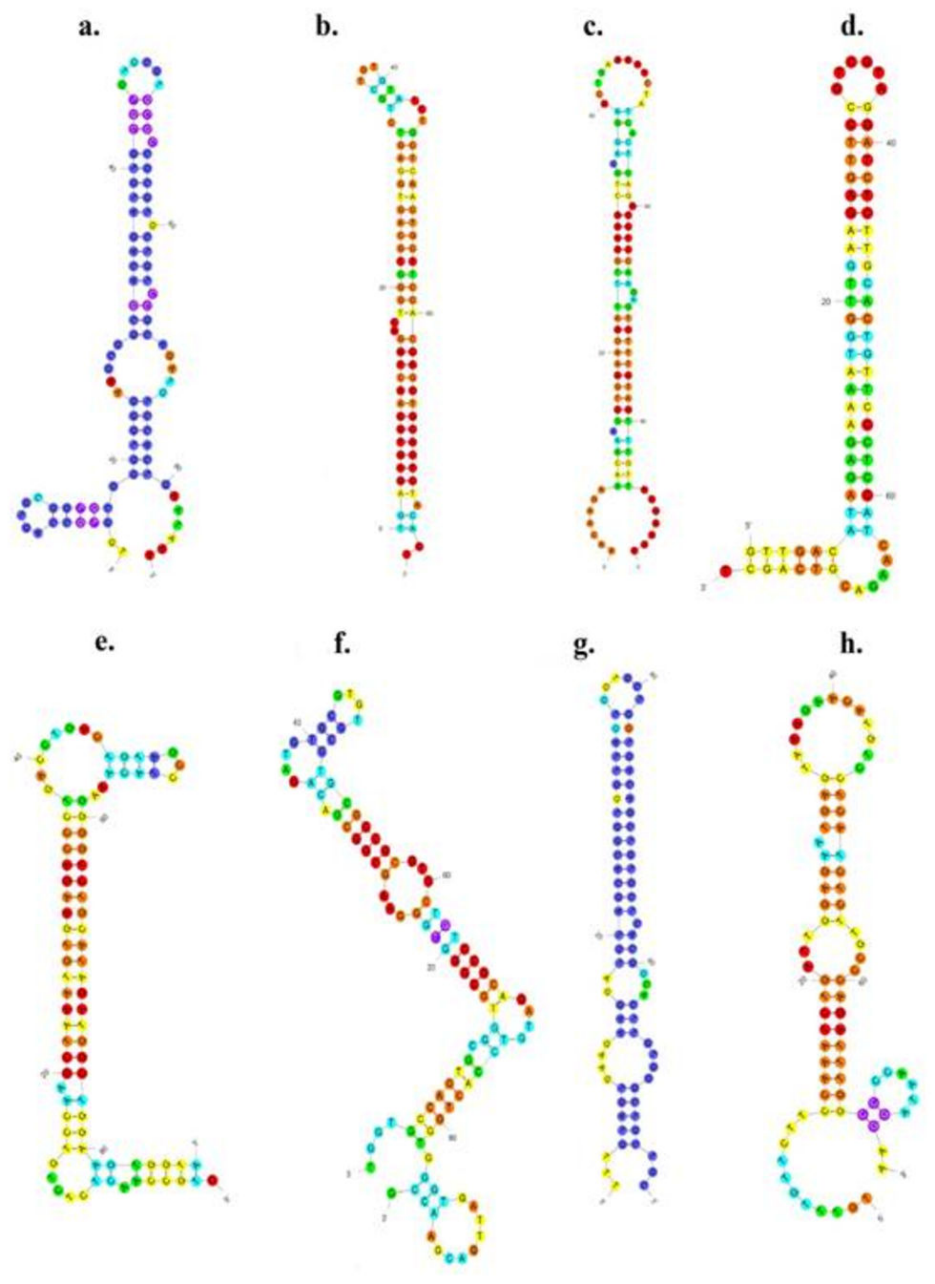
The folding secondary structure of putative precursor hairpins corresponding to eight novel potential miRNAs identified in this study. a-h stands for the secondary structure of precursor sequence of spa-novel-01, spa-novel-02, spa-novel-03, spa-novel-04, spa-novel-05, spa-novel-06, spa-novel-07, spa-novel-08, respectively.

The expression profiles of the 8 novel miRNAs during the pathogen infection groups and the control groups were assayed using qRT-PCR analysis and the signals were detected for all of them (Figure 2b). The stem-loop RT-PCR is a reliable method and a convenient way for detecting and identifying the novel miRNAs. In this study, we adopted this technique to validate and measure the expression of 8 novel potential miRNAs. All of these potential miRNAs were identified in *S* *. paramamosain* by Solexa sequencing. 

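Of the putative miRNAs of Table 1, the fourth and the fifth were higher in the infected library and the second was lower, each on fewer than 50 reads. The fifth (AGGGGTCTGCATAGATGGCT) had 7 control reads and 26 infected reads (log2 ratio 1.94, interval 0.70 to 3.39). The fourth (AGAAAATGGTTGAAGAGTTCCG) had 11 and 29 reads (log2 ratio 1.45, interval 0.41 to 2.60). For the second (ACTGGACTGGGTGCAGTGGAGTC), whose start is also listed for miR-378h, the counts were 20 and 2 reads (log2 ratio -3.27, interval -6.41 to -1.23).

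The others were below 1 RPM in both libraries and were not tested. The first and the sixth have the same mature sequence, GCGGTGCGGGTGGGAAGCGGCG, with 12 and 11 reads (log2 ratio -0.07). The seventh (AGAAGGATGTAGCACGGTGG) had 5 and 7 reads, and the eighth (TCCAAATCTGATTGGAGAATGA) had 12 and 3 (log2 ratio -1.95, interval -4.41 to -0.06). The third (AAAGCTGGAAGGATTTGGAGGCT) had 3 control reads and no infected read at its listed start. A further 9 control reads and 13 infected reads matched its precursor within 3 nt of that start. Of the 7 distinct mature sequences, 6 had reads in both libraries. Reads matching a precursor exactly lay only within 3 nt of the mature start in 4 of the 8 precursors.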

To aid in determination of *S* *. paramamosain* novel miRNA functions, we examined their expression in two libraries RNA pools. Of these 8 miRNAs, only Spa-novel-5 were significantly up-regulated, and the other 7 miRNAs were down-regulated, 6 of which were significantly reduced during the *V. parahaemolyticus* infection in *S* *. paramamosain* (Figure 2b). The data obtained here can form powerful evidence to support the existence of the novel miRNAs in *S* *. paramamosain* . The amplification plots and the melting plots of qRT-PCR analysis were provided as supporting information attached in Figure S2.

### Differential expression of miRNAs during *V. parahaemolyticus* infection

To identify the infection-responsive miRNAs from *S* *. paramamosain* , the number of normalized miRNA reads of the treatment groups and the control groups were compared. Based on the sequencing results, the differential expression of miRNAs greater than two-fold were chosen for calculation. Of the differentially expressed miRNAs, 288 (48.6%) were expressed in both the control and infected mud crabs, whereas 196 (24.4%) and 151 (27.1%) were specifically expressed in the control and infected groups, respectively. 

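miR-1, let-7 and nearly every other abundant miRNA had reads in both groups, and most miRNAs seen in a single group had few reads at their starts. Of 2040 names listed by the paper, 1160 had reads of their starts in both libraries, 421 in the control library only and 459 in the infected library only. With at least 10 reads in the library that held them, 4 names remained specific to the control group and 12 to the infected group. miR-5361 was the most abundant start without a control read, with 86 infected reads. It was 29.7-fold higher with 3 reads in place of 0 (lower limit of the log2 ratio 4.56). The start listed for a form of miR-55* had 48 control reads and no infected read. It was 15.4-fold lower with 3 reads in place of 0 (upper limit of the log2 ratio -3.59). With 1 mismatch allowed, however, the log2 ratio was -0.76.

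By the sheets of Table S1, 916 names are listed in both groups, 446 in the control group only and 505 in the infected group only. The start of 65 of the 446 names (14.6%) had at least 1 read in the infected library, and that of 78 of the 505 names (15.4%) had at least 1 in the control library. Most of these names had few reads at their starts: 423 of the 446 and 464 of the 505 had fewer than 10 in their own library. Reads with a mismatch to a start, which the paper's matching allowed, are not in these counts. Of the 916 shared names, 473 are listed with the same first 18 nt in both sheets and 443 with another start.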

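Starts listed as miR-34a, miR-2170, miR-422a and miR-1345 were higher in the infected library, and those listed as miR-278 and miR-702-5p were lower. Whether the reads of miR-34a, miR-2170, miR-422a, miR-1345 and miR-702-5p come from miRNAs or from other RNAs was not tested. miR-34a rose from 61 to 406 reads (log2 ratio 2.79, interval 2.39 to 3.20). Its listed sequence lacks the seed of miR-34, and the starts with that seed, with 5957 and 4428 reads, were not called (log2 ratio -0.38). miR-34*, a star strand, rose from 51 to 115 reads (log2 ratio 1.22, interval 0.74 to 1.73). miR-2170 rose from 46 to 350 reads over its starts (log2 ratio 2.98), miR-1345 from 14 to 120 (log2 ratio 3.15) and miR-422a from 14 to 181 (log2 ratio 3.74). miR-344f-3p had 27 control reads and no infected read. It was 8.69-fold lower with 3 reads in place of 0 (upper limit of the log2 ratio -2.72). However, it was below 2-fold with 1 mismatch allowed (log2 ratio -0.69) and within 2 mismatches, with 45 and 32 reads (log2 ratio -0.44).

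Table S5 names 161 miRNAs, 106 listed as up-regulated and 55 as down-regulated, and each was counted at the same starts in both libraries. Of these, 57 reached 1 RPM in either library. The listed direction held over 2-fold, and passed the test, for 25 of the 57, of which 20 were higher and 5 lower in the infected library. Another 29 were within 2-fold, and 3 were over 2-fold without passing. Among the 29 were miR-12, with 4322 and 6067 reads (log2 ratio 0.54), miR-81, which shares a start with bantam, with 3625 and 3676 (log2 ratio 0.07), and miR-279-3p, with 15636 and 12784 (log2 ratio -0.24). The other 104 names were under 1 RPM in both libraries at these starts. A start allows no mismatch in its 18 nt, while the paper allowed up to 2 mismatches to a known miRNA. For 101 of the 161 names, the paper lists over 10 times more reads than their starts held. With up to 2 mismatches anywhere in the tag, a range added after the data were examined, 41 names were under 1 RPM and 40 kept their direction. Counting each library at the sequence listed for that library gave 51 names of 55 in the listed direction. A name listed for a single library has 0 reads in the other by construction, so this count largely restates the listing. Counting only tags with exactly the listed sequence, or only names with at least 10 RPM, left 8.

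**Figure D2:**
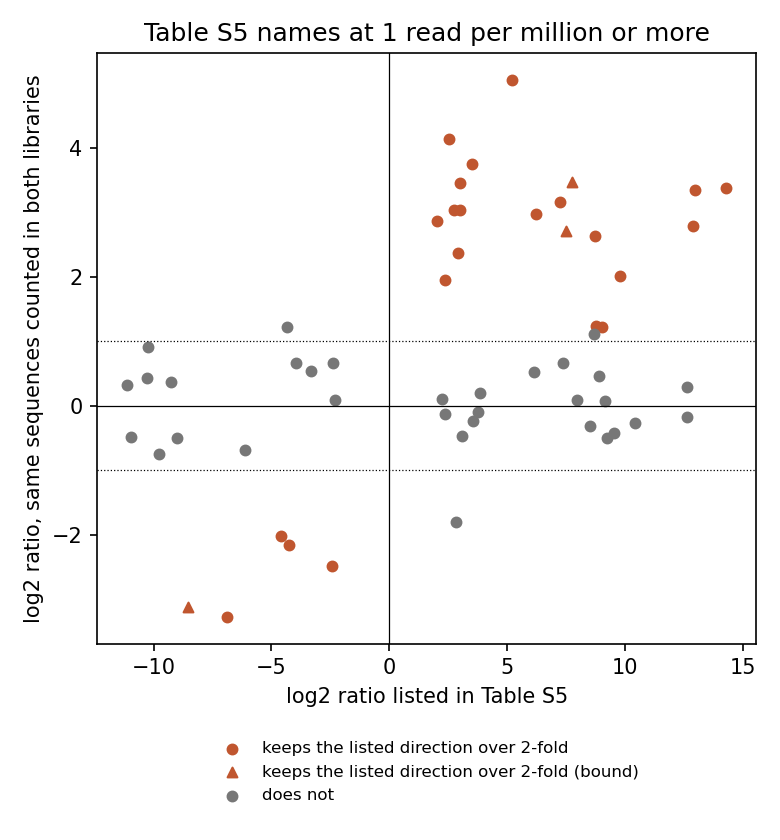
The 57 names of Table S5 at 1 RPM or more, with the log2 ratio that the paper lists (horizontal axis) against the log2 ratio of the reads counted at the same sequences in both libraries (vertical axis). Triangles are bounds for names with 0 reads in 1 library, and dotted lines mark 2-fold. The 25 orange points lie beyond 2-fold on the listed side.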

After normalization, the expression levels of 161 miRNAs (161/421, 38%) (106 up-regulated and 55 down-regulated) were found to be significantly different between these two samples. The scatter plot for differentially expressed miRNAs between the treatment groups and the control groups was showed in Figure 5.

**Figure 5:**
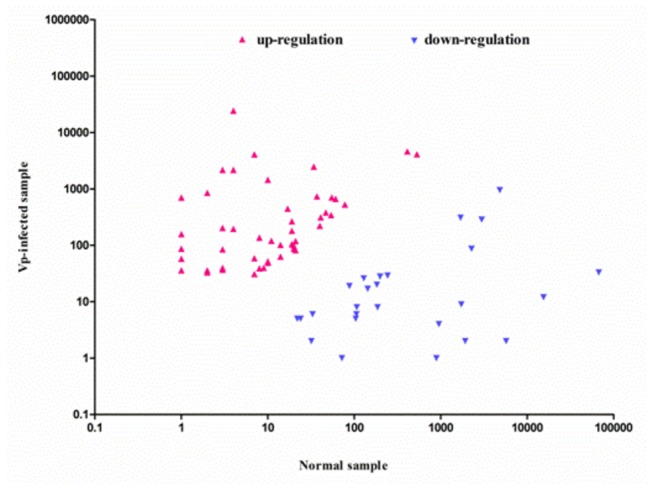
The differential expression of miRNAs between the infection treatment and the controls were showed by scatter plot. Each point in the figure represents a miRNA. Red points represent miRNAs with fold change > 2, blue points represent miRNAs with fold change ≤1/2.

Three distinct miRNA families were found to change dramatically in the infection groups: miR-1, miR-2 and let-7. 

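None of the miR-1, miR-2 and let-7 families, each counted over the starts that are listed under its own names and carry its seed, reached 2-fold. The miR-2 family, which targets apoptotic genes in Drosophila, had 15380 control reads and 21982 infected reads, 1.48-fold more RPM (log2 ratio 0.57, interval 0.54 to 0.60). The miR-1 family had 7685280 and 6438955 reads, 1.15-fold fewer RPM (log2 ratio -0.20). The let-7 family had 4081512 and 4554367 reads, 1.16-fold more RPM (log2 ratio 0.21). The starts were 3 for miR-1, 6 for miR-2 and 17 for let-7, with each tag counted once. They leave out the start of miR-2b and miR-2c, which lacks the seed at nt 2 to 8 (1929 and 2536 reads, log2 ratio 0.45), and starts with the same seed under other names, such as miR-2944c-3p. With such starts included, an alternative added after the data were examined, the miR-2 family was still below 2-fold (20172 and 30535 reads, log2 ratio 0.65). Scaled by the reads of all other small RNAs, also an added alternative, the log2 ratios were -0.30 for miR-1, 0.47 for miR-2 and 0.12 for let-7.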

The miR-1 family, including miR-1, miR-1a, miR-1b, miR-1c, and miR-1*, had the highest total copy number of 18,356,231. The miR-2 family was the second most highly represented with 8 members including miR-2a-f, miR-2, miR-2b*, and miR-2f*. 

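Within the miR-2 family, the start shared by miR-13a, miR-13b and miR-2d held most reads, 9930 in the control library and 15155 in the infected library (log2 ratio 0.66, interval 0.62 to 0.70). miR-2a had 3849 and 4826 reads (log2 ratio 0.38), and miR-2c-3p had 1600 and 1993 (log2 ratio 0.37). In the miR-1 family, miR-1 and miR-1c share their first 18 nt, and the remaining members were minor. miR-1a had 917 and 755 reads (log2 ratio -0.23), and miR-1b had 870 and 596 (log2 ratio -0.49). The start of miR-1a differs from that of miR-1 only by C for T at nt 18. That of miR-1b differs only by T for A at nt 9. Of their reads, 489 and 363 for miR-1a, and 513 and 297 for miR-1b, matched full-length miR-1 apart from that base. The miR-1a* strand had 168 and 258 reads (log2 ratio 0.67). let-7-5p and let-7c share a start that held 4073755 control reads and 4546874 infected reads (log2 ratio 0.21). let-7g had 1468 and 1543 reads (log2 ratio 0.12), let-7e had 750 and 833 (log2 ratio 0.20) and let-7d-5p had 531 and 668 (log2 ratio 0.38). The starts of these minor members differ from that of the leading member by few bases. Their reads were not told apart from read errors of the leading member.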

The let-7 family had 13 members including let-7, let-7a–k, and let-7f* (For more information, please see Table S1).

### Target prediction of differentially expressed miRNAs

The function of the differential expressed miRNA’s target is listed in Table S5. Actually, there are multiple targets for every miRNA. Meanwhile, for some genes, everyone has more than one miRNA binding sites. Part of some miRNAs targets would be immune related genes, such as miR-1345 targeting cryptocyanin and miR-135a* targeting kelch domain containing 2-like protein, Anoctamin-7 for miR-1224, calpain B for miR-1275, Immunoglubin I domain-containing protein for miR-412*, etc. Other predicted targets were annotated as transcriptor factor, such as transcriptase for miR-638, transcriptase-like protein for miR-1406 and transcription domain-associated protein for miR-198. Notably, several miRNAs targets would function in disease resistance, such as disease resistance protein (NBS-LRR) for two miRNAs miR328* and spa-novel-02. Due to the incomplete annotation of the transcriptomic data of *S* *. paramamosain* , the target of some miRNAs were function unkown, Moreover, The substantial part of the miRNAs identified during the infection in mud crab have no target genes at all. miRNA targets prediction and the function of the differential expressed miRNAs targets need further investigations.

### The phylogenetic evolution of miRNAs

Two conserved miRNAs (and respective homologoues), miR-965 (miR-965*, miR-965-3p) and miR-33 (miR-33a, miR-33b, miR-33-5p, miR-33a-5p, miR-33b-5p), were selected for further phylogenetic analysis (Figure 6). For miR-965 and its two homologoues, the seed regions, 1-9 and 11-19, were identical in mud crab and other crustaceans ( *D* *. pulex* , shrimp *Parhyalehawaiensis* and mitten crab *Spiroplasma* *eriocheiris* ). However, at the 10^th^ position, a transition mutation of A to G was found in miR-965 of mud crab when compared to that of non-crustacean animals (Figure 6A). 

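miR-965 carried G at position 10 in nearly every read of both libraries. With positions counted from 1 at the 5′ end and the base of non-crustacean animals given first, A10G was found in 2919 of 2919 control reads (100%, exact 95% interval 99.9% to 100%). In the infected library it was found in 4228 of 4229 reads (99.98%), and the remaining read held A. The reads were those that match the other bases of nt 1 to 18 exactly. Among the forms of miR-965, the 22-nt TAAGCGTATGGCTTTTCCCCTC had 1135 control reads and 1073 infected reads. The 21-nt TAAGCGTATGGCTTTTCCCCT had 697 and 1288. The level of miR-965 was 167 RPM in the control library and 250.4 in the infected library (log2 ratio 0.59, interval 0.52 to 0.65), and it was not called.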

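miR-33, which regulates cholesterol and lipid metabolism in animals, was called lower in the infected library, and its first base was A in almost all reads. The change G1A, counted from the 5′ end with the base of other animals first, was present in 36668 of 36678 control reads (99.97%, exact interval 99.95% to 99.99%) and in 11603 of 11606 infected reads (99.97%). G at this position was found in 7 control reads and 2 infected reads. The drop from 36668 to 11603 reads was 3.05-fold (log2 ratio -1.61, interval -1.64 to -1.58). The 19-nt ATGCATTGTCGTTGCATTG made up 89.3% and 88.7% of the reads at this start. Other listed members were rare: miR-33b had 11 and 5 reads and miR-33b-5p had 7 and 3. miR-33-5p, listed with another start, had 1 and 17 reads (log2 ratio 4.14, interval 1.46 to 9.52), a call that ended when only exact copies of the listed sequence were counted (log2 ratio 0.05).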

For miR-33 and its five homologoues, instead, a transition mutation of G to A at the 1^st^ position could be identified only in mud crab (Figure 6B). Therefore, nucleotide sequences of miRNAs of *S* *. paramamosain* not only show the similar evolutionary patterns within the crustaceans, but also possess mud crab-specific mutations.

**Figure 6:**
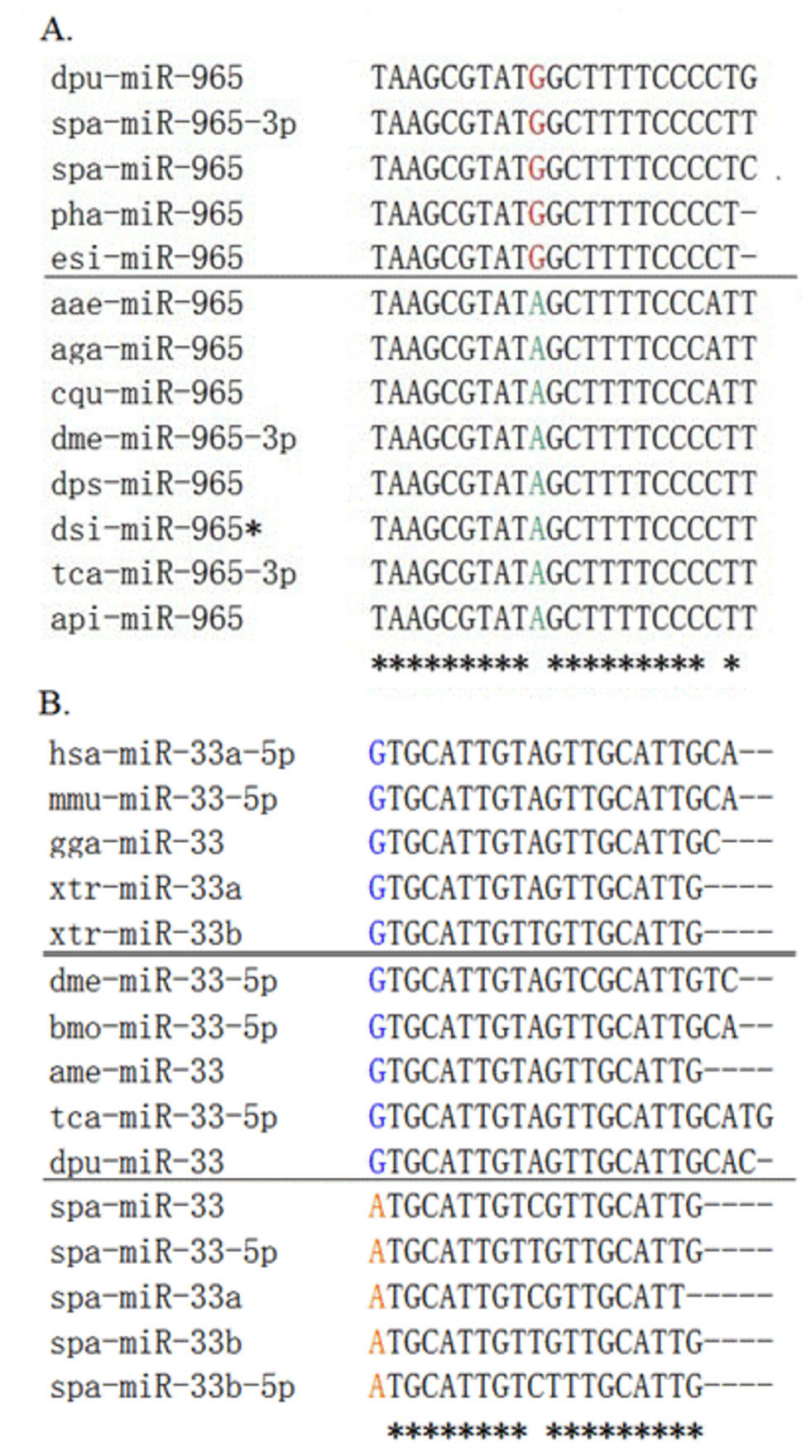
Phylogenetic evolution analysis of mir-965 (A) and mir-33 (B) in animals. (A) Nucleotides at the 10^th^ position of mir-965 are labeled in red in crustaceans, and in green in non-crustacean animals. (B) Nucleotides at the 1^st^ position of mir-33 are labeled in red in mud crab, and in blue in other animals. dpu: *Daphnia* *pulex* ; spa: *Scyllaparamamosain* ; pha: *Parhyalehawaiensis* ; esi: *Spiroplasma* *eriocheiris* ; aae: *Aedes aegypti*; aga: *anopheles gambiae*. cqu: *Culex* *quinquefasciatus* ; dme: *Drosophila melanogaster*; dps: *Drosophila* *pseudoobscura* ; dsi: *Drosophila* *simulans* ; tca: *Tribolium* *castaneum* ; api: *Acyrthosiphon pisum*; hsa: *Homo sapiens*; mmu: *Mus musculus*; gga: *Gallus gallus*; xtr: *Xenopus* *tropicalis* ; bmo: *Bombyx mori*; ame: *Apis mellifera*. Star line (“*"): consensus sequence.

## Discussion

Although miRNAs have been studied extensively in invertebrates in the past several years, no systematic research has been reported for mud crab, whose farming is one of the most economically important mariculture in southeast China. In this study, we utilized the high-throughput sequencing platform (Illumina Genome Analyzer) to identify mud crab miRNAs during *V. parahaemolyticus* infection. 133 conserved miRNAs families from 421 miRNA families were identified using miRNA transcriptome of mud crab with 19.14 million raw reads of the control and 18.55 million raw reads of *V. parahaemolyticus* infected groups, respectively.

A total of 117 conserved miRNA*s were discovered in mud crab with *V. parahaemolyticus* challenge (Table S3). 

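The star strands of miR-71 and miR-7 were higher in the infected library. miR-71* rose from 965 to 2342 reads (log2 ratio 1.33, interval 1.22 to 1.44), while the miR-71 family had 19773 and 15327 reads at the starts of its main strand (log2 ratio -0.32). miR-7* rose from 259 to 610 reads (log2 ratio 1.29), while miR-7 had 570 and 455 (log2 ratio -0.27). With exact copies of its listed sequence miR-7* was below 2-fold (log2 ratio 0.96). The start listed for miR-316* is also that of miR-316, so its 239 and 543 reads (log2 ratio 1.24) are those of the conserved miR-316. Whether the strands of a precursor differ in their response was not tested with replicates. miR-2788* was lower, with 51 and 14 reads (log2 ratio -1.81). The most abundant star sequences were not called, among them miR-10*, with 12422 and 8552 reads (log2 ratio -0.49), and miR-305*, with 11131 and 7869 (log2 ratio -0.45).

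All of the 117 star names in the infected sheet of Table S3 had at least 1 infected read of their start, 34 had at least 10 and 16 had at least 100. Over both sheets the table gives 165 names with 192 starts, and 38 of these starts reached 1 RPM. Of the 38, 5 were higher, that of miR-316 included, 3 were lower and 30 were not called.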

The function and significance of miRNA*s have often been neglected in previous researches because these sequences were usually regarded as important only for maintaining precursor secondary structure [5]. But recent evidences show that miRNA*s have substantial influence on miRNA and 3’-UTR evolution [28]. The results in this study further suggest that miRNA* might play an important role in regulating gene expression during *V. parahaemolyticus* challenge in mud crab, which are consistent with current reports in hemocytes of fluke [26], Japanese flounder [29] and flies [28].

Phylogenetic evolution analysis of 2 randomly chosen miRNAs showed that the miRNAs of *S* *. paramamosain* were distributed in a wide range of taxa from nematodes and insects to vertebrates. Meanwhile, miR-965 in *S* *. paramamosain* (Figure 6A) shows a similar evolutionary pattern to that in crustaceans, with some distinct differences from other non-crustacean animals, suggesting a similar ancient origin in crustaceans and conservation of mud crab miRNAs in the animal evolution process [26]. Further, nucleotide substitutions (A to G) may cause diversity of miRNA in regulating gene expression during animal defense response [29]. We also compared the identities of mud crab miRNAs with those from other crustaceans, such as mitten crab *Eriocheir* *sinensis* [1], shrimp *Parhyalehawaiensis* [22], and water flea *D* *. pulex* (miRBase 18.0). A total of 600 mud crab miRNAs matched (>95%) with their counterparts (data not shown). The results indicate that mud crab miRNAs have high homologies to miRNAs from *E. sinensis*, *P* *. hawaiensis* , and *D* *. pulex* .

Previous studies show that isomiRs may function importantly in the animals [30,31]. Our analysis revealed a large number of isomiRs in many miRNA families. In total, a large portion of isomiRs were found in the libraries of the infected mud crabs and the controls, which is consistent with previous reports [32]. Most isomiRs show differences at their 5’- and/or 3’-ends, likely resulting from variations in the pre-miRNA secondary structures that lead to variable cleavage sites for Dicer or Drosha. An example can be seen in Table S4, showing sequenced isomiRs for miR-1, which indicate that the majority of crab miRNA nucleotide variants are resulted from post-transcriptional modifications [32]. 

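miR-1 reads kept their 5′ end and varied mostly at the 3′ end, and the infected library had more of the shorter forms. The 22-nt TGGAATGTAAAGAAGTATGGAG made up 57.9% of the control reads that begin at the listed base (exact 95% interval 57.82% to 57.89%) and 48.5% of the infected reads (48.49% to 48.57%). Forms with the same bases but a shorter 3′ end took 37.6% and 47.4%, in the same order. The 20-nt reads alone took 18.0% in the control group and 26.6% in the infected group. Longer forms with the same first 22 nt took 2.13% and 2.15%.

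The reads that hold nt 2 to 17 of miR-1 numbered 7924261 in the control library and 6623763 in the infected library, and 97.0% and 97.3% of them began at the listed base. A start 1 nt earlier accounted for 2.76% and 2.55%. Of the 22-nt reads with at most 1 substitution, 4.48% and 4.24% held one. The substitution lay at nt 22, counted from the 5′ end, in 61.6% of the substituted control reads and 59.0% of the substituted infected reads. G22A was the most frequent, with 78794 and 51094 reads, and G22T had 46025 and 28396. Inside the miRNA, A4G had 10789 and 7690 reads. Read errors and changes made in the cell were not told apart. Each of the 100 forms of Table S4 had the read count in the deposited files that the table gives. Of these forms, 60 hold the listed first 17 nt, 17 have another 5′ end and 23 differ within the first 17 nt.

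**Figure D3:**
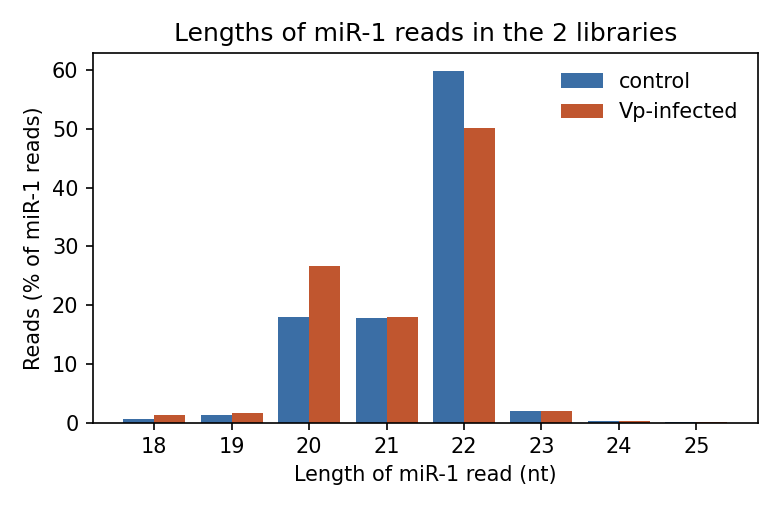
Share of the miR-1 reads that begin at the listed base (% of miR-1 reads, vertical axis) at each read length (nt, horizontal axis) in the control and Vp-infected libraries, 1 library each. At 22 nt the share is larger in the control library, and at 20 nt it is larger in the infected library.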

The presence of isomiRs may have distinct functions and require further researches.

More and more evidences have shown that miRNAs also play important roles in the immunity and immune response to foreign pathogen invasions in addition to various physiological processes [23,33]. Many miRNAs are differentially expressed in shrimp *Marsupenaeus* *japonicus* upon WSSV infection [21]. In another report, 24 miRNAs are characterized to take great effects on shrimp’s innate immunity, including phagocytosis, apoptosis and the pro-phenoloxidase system [23]. Therefore, the 661 differentially expressed miRNAs identified in this study might take part in mud crab’s immune response against pathogen infection. Specifically, three miRNAs (miR-146, miR-132, and miR-155) are significantly up-regulated in response to LPS in human monocytic cells [34]. 

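Among the abundant miRNAs, miR-2944c-3p was higher in the infected library, and miR-2765 and miR-2476 were lower. miR-2944c-3p rose from 2273 to 5080 reads (log2 ratio 1.21, interval 1.14 to 1.28). miR-636 rose from 1040 to 2009 reads, just over 2-fold (log2 ratio 1.00, interval 0.89 to 1.11), and its ratio was below 2-fold under each other way of counting tags and under each other scaling except by listed miRNA reads. miR-2765 fell from 7001 to 2413 reads (log2 ratio -1.49, interval -1.55 to -1.42), and miR-2476 fell from 1925 to 727 (log2 ratio -1.35), though with exact copies of its listed sequence its log2 ratio was -0.54. The largest changes were in rarer sequences. Among starts with at least 100 reads in the libraries together, miR-4728-5p rose the most, from 4 to 104 reads, and was 26.9-fold higher. miR-3066-5p fell the most, from 230 reads to 1 (log2 ratio -7.79, interval -13.10 to -5.30), and miR-2831 fell from 961 to 33 reads, which was 28.1-fold lower.

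The 2040 names listed by the paper have 2333 distinct starts, of which 370 reached 1 RPM. Of the 370, 71 were called higher and 49 lower in the infected library, and 234 were within 2-fold. Starts can overlap in sequence, as those called for miR-1345 and miR-5107 do, so a start is not always a separate RNA. Whether the reads of the called starts come from miRNAs or from other RNAs was not tested. Among the 99 starts with at least 1000 reads, 6 were higher and 7 were lower. Fewer than 10 reads over both libraries were found for 1800 of the 2333 starts (77.2%), so a change in these was not detectable at this depth. With at least 10 RPM required, 15 were higher and 16 lower. With up to 1 mismatch in the first 18 nt, 110 were higher and 71 lower. From reports of miRNAs that respond to infection in shrimp and the miRNAs it finds differentially expressed, the paper proposes that these miRNAs take part in the immune response of the mud crab.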

A detailed survey of miR-146 expression in response to various microbial components reveals that an increase in miR-146 levels is induced by certain members of the Toll receptor family [34]. MiR-125a and miR-125b constitutively activate the NF-κB pathway by targeting the tumor necrosis factor alpha-induced protein 3 [35]. 

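miR-125 was higher in the infected library, and miR-146 was not called. miR-125a, miR-125b-5p and miR-125c share their first 18 nt, and the reads of this start rose from 1520 to 3374 (log2 ratio 1.20, interval 1.11 to 1.29), which was 2.30-fold higher. The sequence listed as miR-125 itself had 1 control read and no infected read. In insects miR-125 is made from the same precursor transcript as let-7 and miR-100. miR-100 had 20529 and 25635 reads (log2 ratio 0.37) and was not called. miR-146a had 53 control reads and 30 infected reads (log2 ratio -0.77, interval -1.47 to -0.10). Its star strand had 8 and 8 reads. Of the mammalian immune miRNAs named by the paper, miR-155, miR-132 and miR-223 had no listed start with their seed.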

In this study, miR-146 and miR-125 were found differentially expressed in *V. parahaemolyticus* infected crabs, indicating that they might play an important role in the innate immunity in mud crab.

The let-7 family miRNA plays a conserved function in heterochronic developmental regulation [36,37]. Also, let-7 can inhibit the translation of the antimicrobial peptide diptericin by binding to its 3'-UTR [38]. Moreover, the 14-like transmembrane proteins, involved in phenoloxidase system, are targets of miRNA let-7 in shrimp [23]. Many miRNAs (let-7k, let-7b-5p, let-7h, let-7a) from let-7 family are down-regulated when mud crab is challenged with *V. parahaemolyticus*, indicating that they might also play an important role in the phenoloxidase system [23]. 

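let-7k was lower in the infected library, and let-7b-5p, let-7h and let-7a were not called. let-7k had 70 control reads and 31 infected reads (log2 ratio -1.12, interval -1.78 to -0.49). let-7b-5p had 2011 and 1568 reads (log2 ratio -0.31, interval -0.40 to -0.21). Exact copies of the sequences listed at its start, however, had 534 control reads and 226 infected reads, over 2-fold fewer. let-7h had 17 and 4 reads (log2 ratio -2.04, interval -4.07 to -0.42), under 1 RPM in both libraries. let-7a, by its listed sequences, had 2 reads and 1 read (log2 ratio -0.95, interval -6.83 to 3.31). These sequences are close to that of the abundant let-7-5p. With 1 mismatch allowed in the first 18 nt, the count of let-7k takes in let-7f-5p (298 and 292 reads). That of let-7h takes in let-7b (2011 and 1568 reads). The log2 ratio of let-7k was then 0.05 and that of let-7h was -0.23.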

In humans, miR-124-a, and miR-124* are identified to affect influenza virus replication and host gene regulation [39]. 

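The sequences listed as miR-196b were higher in the infected library, and miR-124, a miRNA of neurons, was not called. Over its 2 listed starts miR-196b had 1 control read and 32 infected reads (log2 ratio 5.05, interval 2.47 to 10.40). The 32 infected reads lie at a start that is also listed for miR-196d. Whether these sequences are forms of miR-196 was not tested. Exact copies of the listed sequences had 1 and 9 reads (log2 ratio 3.22, interval 0.37 to 8.67). miR-124 had 61 and 62 reads (log2 ratio 0.07, interval -0.46 to 0.61). miR-124a had 61 and 63 (log2 ratio 0.10, interval -0.43 to 0.63). Of the 6 nervous system miRNAs set before the data were examined, 3 reached 1 RPM, and none of these was called. miR-9, another of them, had 10242 and 7581 reads (log2 ratio -0.38).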

In consistent with these observations, the up-regulation of miR-124 and miR-196b in the present study suggests that they might function in cellular processes such as inflammation, signal transduction, and apoptosis in crab.

To assess and define a putative function for a miRNA in the mud crab, a further step of target identification is necessary. Currently, the most efficient tool available for this is the bioinformatics approach facilitated by the high degree of homology between miRNA and its target sequences [40]. Consistent with previous reports [23,41], most of these targets in mud crab were animal-specific transcription factors, immune-related genes and disease resistance proteins (Table S5) As the whole genomic sequence of mud crab is unavailable, we rely mainly on our previous mud crab transcriptom database (unpublished data) and genome sequences of *Daphnia* *pulex* as references to predict miRNA targets. Some of the targets genes were annotated as function unknown, and most of the differentially expressed miRNAs even had no target, suggesting our work for mud crab CDS sequences annotation and the function of the differential expressed miRNAs targets need further investigations.

In conclusion, Solexa sequencing provided an accurate and efficient approach for studying small RNAs in mud crab *S* *. paramamosain* , as well as other species. We discovered a large amount of miRNAs during the pathogen infection in mud crab. We further analyzed the evolutionary pathway of the mud crab miRNAs, indicating the significance of miRNAs in animal evolution. 161 differentially expressed miRNAs were found in mud crab with *V. parahaemolyticus* infection. Constricted by the lack of mud crab genome information, the prediction of the target genes of miRNAs in mud crab is very limited. The results provided the basis for future analysis of miRNA function and mechanisms in mud crab immune response to *V. parahaemolyticus* infection.

## Materials and Methods

### Ethics Statement

The mud crabs used in this study were taken from a local crab farm (Niutianyang, Shantou, Guangdong, China). No specific permits were required for the described field studies, as the sampling locations were not privately owned or protected in any way. Furthermore these field studies did not involve endangered or protected species. The animals were processed according to "the Regulations for the Administration of Affairs Concerning Experimental Animals" established by the Guangdong Provincial Department of Science and Technology on the Use and Care of Animals.

### *V. parahaemolyticus* and *S. paramamosain* sampling and the challenge experiment

Forty healthy mud crabs (100 ± 10 g in weight) were collected from Niutianyang area in Shantou, China. Crabs were acclimated for 3 days in 1 m^3^ tanks (ten crabs per tank) in conditions (salinity: 8‰; temperature: 28^o^C) similar to those of culture ponds from which the crabs were obtained. Seawater was changed twice a day. Crabs were then fed with shellfishes for one week before sampling. *V. parahaemolyticus* isolated from diseased crabs (from Shantou crab farms) were cultured in 2216E medium at 28^o^C. Twenty crabs were inoculated individually in the ventral hind legs with 100 µL of *V. parahaemolyticus* (2.4 × 10^7^ cells/mL), while the other twenty crabs were injected with 100 µL of saline (0.9%) as the control group. 4 hours after the injection of *V. parahaemolyticus*, crabs showed a frail situation of decreased appetite, reduced ingestion, paralyzed ambulatory legs, discolored carapace, and milky appendages. 20 crabs from each of the two groups were collected for RNA isolation 24 hours after the challenge. Haemocytes were collected from blood samples after mixing with anti-coagulant solution and centrifugation at 800 g at 4^o^C for 20 min. The haemocytes and six other dissected tissues (intestine, heart, liver, gill, brain and muscle) were immediately frozen in liquid nitrogen and then stored at -80^o^C prior to RNA extraction.

### Tissue sampling and RNA isolation

Total RNA was extracted using TRIzol® (Invitrogen, Carlsbad, CA) according to the manufacturer’s protocol. Genomic DNA was removed by RNase-free DNase I digestion to gain high quality RNA samples, which were confirmed through measuring the ratio of 260/280 nm and the RNA integrity number (RIN) value [42]. After quantification, equal amount of RNA samples (2 µg) from the 7 tissues were mixed before being used for small RNA library construction.

### Small RNA library construction and Solexa sequencing

Small RNA fractions (18-30 nt) of the two mixed RNA samples under normal and infected conditions were enriched by polyacrylamide gel electrophoresis, and ligated with adapters to both 5'- and 3'-termini. Ligation products (62-75 nt) were reversely transcribed and those cDNAs were used for deep sequencing by an Illumina/Solexa G1 sequencer.

### Sequencing data analysis

Sequences of 50 nt were obtained via the Illumina/Solexa sequencing platform of Beijing Genomics Institute (Shenzhen, China). After removing of adapters, low quality tags, and contaminants, clean sequences were gained for further study. By aligning these sequences with data in miRBase 18.0 website, Genbank website, and Rfam database, small RNAs were separated into six groups: miRNA, rRNA, tRNA, unknown sequences, snRNA/snoRNA and degradation fragments of mRNAs. A total of 19,144,358 raw reads from the control group and 18,559,070 under the infected conditions have been deposited in Gene Expression Omnibus (GEO; accession number GSE39921). After removing the substandard reads, 13,926,242 reads from the control group and 13,138,560 reads from the infected group have also been deposited with GEO accession number (control: GSM981350; infected: GSM981351).

Known miRNAs were elucidated by comparing genome sequences of *Daphnia* *pulex* and our previous mud crab transcriptom database (unpublished data). To determine conserved miRNA, the filtered sequences were initially used to search the miRNA database, miRBase 19.0 with BLASTN. Only matching sequences (0-2 mismatches) were considered as conserved Spa-miRNA. Small RNA sequences were aligned to our previous mud crab transcriptom database to obtain precursor sequences in order to identify novel miRNAs. Contexts of perfectly matched hits were extracted as ±150 bp. The Mireap program developed by the Beijing Genome Institute (BGI) was used to analyze structural features of miRNA precursors to identify novel miRNA candidates. The resulting structures were retained as novel potential miRNAs only if they met the criteria described by Allen et al. (2005) [25]. The secondary structures of filtered pre-miRNA sequences were checked using Mfold [43]. In each case, only the structure with the lowest-energy was selected for manual inspection.

The sequence reads of the two libraries were normalized to 1 million by the total number of sRNA reads in each sample. The calculation of the *p*-value for comparison of the miRNA expression between the two libraries was based on previously established methods [44]. Specifically, the log_2_ ratio formula was: log_2_ ratio = log_2_ (miRNA reads in infection treatment/miRNA reads in control).

The following *p*-value formulae were used:

$$P\left(x|y\right)={\left(\frac{N_{{}^{2}}}{N_{1}}\right)}^{y}\frac{\left(x+y\right)!}{x!y!{\left(1+\frac{N_{2}}{N_{1}}\right)}^{\left(x+y+1\right)}}\begin{array}{c} C\left(y\leq y_{\min}|x\right)=\sum_{y=0}^{y\leq y_{\min}}p\left(y|x\right)\\ D\left(y\geq y_{\max}|x\right)=\sum_{y\geq y_{\max}}^{\infty }p\left(y|x\right) \end{array}$$

Where *N1* is the total number of reads in the sequencing library of the control, *N2* is the total number of reads in the sequencing library of the infection treatment, *x* is the number of reads for an miRNA in the control library, and *y* is the number of reads for an miRNA in the infection treatment library. All calculations were performed on a BGI Bio-Cloud Computing platform (http://www.genomics.cn/en/navigation/show_navigation?nid=4143). Normalized miRNAs of <1 were filtered in both libraries.

The unknown sequences were utilized to forecast novel miRNA by Mireap software, which could be used to analyze miRNA precursor’s structural features and recognize novel miRNA candidates. The secondary structures of alternative pre-miRNA sequences were verified by Mfold software using a minimum free energy method.

### Amplification of the miRNA precursors

The assay to amplify miRNA precursors was conducted as previously described [45]. Briefly, we extracted genomic DNA from the muscle tissue of the mud crabs according to the manufacture’s protocol and designed primers for 20 of 57 duplex-like miRNA: miRNA* pairs with Primer Premier 5.0 (Premier Biosoft International, Palo Alto, CA, USA). PCR reactions were performed with the *pfu* enzyme. Corresponding fragments were amplified by PCR and the length of amplification products was detected on 3% agarose gels. Fragments between 60 and 100 nt in length were subcloned into pMD19-T vector (Takara Bio, Dalian, CA, China) for sequencing analysis.

### Stem-loop RT-qPCR

Stem-loop RT-qPCR was used to confirm 8 novel potential miRNAs. The tissue distribution of 4 randomly-chosen differentially expressed miRNAs (miR-266, miR-1778, miR-702-5p and miR-84a) were also investigated by stem-loop RT-qPCR. All designed primers had been reported by Chen et al. [46] and listed in Table S6. cDNA was reverse-transcribed by PrimerScript ^®^RT reagent Kit with gDNA Eraser (Perfect Real Time, Takara, Dalian, China) using a method previously described [47]. We performed quantitative real-time PCR using the SYBR^®^ *premix Ex Taq* ^TM^ (Takara, Dalian, China) on an ABI Prism 7300 Sequence Detection System (Applied Biosystems, Foster City, CA). The reaction for each sample was performed in triplicate. Negative PCR products (no cDNA template) were prepared to detect any possible contamination. The specificity of primer amplicons was tested by analysis of a melting curve. The crab 5S rRNA was amplified as a reference gene for normalization using 2^-ΔΔT^ method [41,48,49]. All data were given in terms of relative miRNA expression as means±SE. The data were subjected to analysis of one-way ANOVA followed by Student’s *t*-test using SPSS 11.0 software, and the *p*-values smaller than 0.05 were considered statistically significant.

### Northern blotting analysis

Northern blotting analyses were performed following the procedure as described in miRNA Northern blot user manual (Signosis, Inc., Sunnyvale, CA). Briefly, approximately 10µg of total RNA was loaded onto a 15% polyacrylamide urea denature gel in 0.5% TBE and run at 70V for about 45 min. After transferred in 0.5% TBE onto a nylon membrane at 70V for 60 min, RNA samples were fixed on the membrane by UV cross-linking. The membranes were hybridized with 10µl of biotin-labeled miRNA-1778, miRNA-84a, miRNA-702-5p and miRNA-266 probe overnight respectively. The membranes were then rinsed with 1 X hybridization washing buffer, and subsequently hybridized with 8 µl of the amplifier for two hours at 42 ^o^C. After washed with 1x hybridization washing buffer for 30 min at 42 ^o^C, the membranes were blocked with blocking buffer at room temperature for 30 min, then detected with Streptavidin-HRP. After washing three times with 1x Detection washing buffer, the membranes were overlaid with substrate A and substrate B for 5 min. The image was acquired using a FluorChem FC2 imager (Alpha Innotech Corp, USA). The RNA load was normalized by mud crab 5S rRNA.

### miRNA Target prediction

Previous studies have proved that all miRNAs fulfilling the function of post-transcriptional gene regulation by binding to the target mRNA sequences in one or more perfect or near-perfect complementary site (s), bring convenience to predict animal miRNA targets simply using gene-homology search. To explore the potential function of miRNAs with significantly differential expression during the treatment with *V. parahaemolyticus* challenge in mud crab, we used the newly identified 161 differentially expressed miRNAs (known and novel miRNAs) to search their putative targets against annotated mud crab transcriptome data and published sequences from other invertebrates with RNAhybrid [24].

## Supporting Information

Figure S1 **Electrophoretic analysis of PCR products amplified from mud crab genomic DNA.** The primer pairs designed on the basis of the predicted precursor sequences of the novel miRNAs in mud crab. For each miRNA amplification, the negative control is used.
(TIF)

Figure S2 **The amplification plots and the melting plots for 8 novel potential miRNAs.**
(TIF)

Table S1 **Mud crab miRNAs transcriptome during the infection and the normal conditions**.
(XLS)

Table S2 **421 miRNA families in mud crab Scylla paramamosain compared with miRNAs from other species.** 1, hsa: *Homo sapiens*; 2, mmu: *Mus musculus*; 3, gga: *Gallus gallus*; 4, xtr: *Xenopus* *tropicalis* ; 5, dre: *Danio rerio*; 6, dme: *Drosophila melanogaster*; 7, aga: *Anopheles gambiae*; 8, bmo: *Bombyx mori*; 9, ame: *Apis mellifera*; 10, spa: *Scyllaparamamosain* ; 11, dpu: *Daphnia* *pulex* ; 12, tca: *Tribolium* *castaneum* ; 13, cel: *Caenorhabditis elegans*.
(XLS)

Table S3 **Mud crab star miRNAs during the infection**.
(XLS)

Table S4 **Top 100 editing forms of miR-1**.
(XLS)

Table S5 **The predicted targets of the differentially expressed miRNAs**.
(XLS)

Table S6 **Primer sequences designed for RT-qPCR.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

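Small RNA was sequenced from 2 pooled libraries, 1 from control mud crabs injected with saline and 1 from crabs injected with V. parahaemolyticus (Vp-infected). Each pool held RNA of 20 crabs and 7 tissues taken 24 h after injection. The authors removed adapters, low-quality reads and contaminants, collapsed identical reads and deposited the raw read count of each distinct sequence (tag) for each library, with CASAVA named in the sample labels and no version given. The values are counts, with no scaling and no alignment. The control file sums to the number of clean reads that the paper states, and the infected file, in which 1108 lines carry an extra cell, sums to 20 more. The depth was 17496577 reads in the control library and 16888096 in the infected library. Tags read once made up 79.4% and 76.4% of the tags.

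The sequences of Tables S1 and S3 and Table 1 gave 2040 names and 2333 distinct starts, a start being the first 18 nt. The reads of all tags that begin with a start were summed and scaled to reads per 1000000 (RPM) by total reads. The 370 starts with at least 1 RPM in either library were tested with the exact test of Audic and Claverie, two-sided, and adjusted by Benjamini and Hochberg. A start was called when over 2-fold with an adjusted p under 0.01. Ratios carry 95% exact binomial (Clopper-Pearson) intervals that cover counting error only, and a count of 0 was given a limit of 3 counts, 0.171 RPM in the control library and 0.178 RPM in the infected library. No test across replicates could be fitted with 1 library per condition. The procedure was tested on Poisson counts simulated at the depths of the libraries. It called 0 of 137 unchanged starts, 3 of 50 at 1.5-fold, 48 of 50 at 3-fold and 49 of 50 at 5-fold. Such counts hold counting error only, so these numbers do not cover variation between crabs, pools or libraries.

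Names of Table S5 were counted over the same starts in both libraries. Families were counted over starts listed under a name of the family that carry its seed, nt 2 to 8. miR-1 forms were counted by 5′ end, length, 3′ end and substitution against the listed sequence of 22 nt. The bases at position 10 of miR-965 and position 1 of miR-33 were counted in tags that match the rest of the first 18 nt. The precursors of Table 1 were matched exactly to tags and folded with RNAfold 2.7.2. Lists of conserved arthropod miRNAs (49), the let-7 cluster (3), muscle (2), the nervous system (6) and mammalian immune miRNAs named by the paper (5) were fixed before the data were examined, and so was a check list of 12 vertebrate miRNAs. The median log2 ratio of the conserved list, and the median size of its log2 ratios, were compared with 10000 random lists, each start drawn from the 20 nearest in abundance. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 were used.

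The miRNAs named in the text were set by a rule written before the deposited counts were seen. They were drawn from the miRNAs that the paper's text or figures name with a sequence in its tables. The 10 starts with the most reads in each library, and the first 10 and last 10 entries of Table S5, were also taken. Among the miRNAs of predicted targets, miR-135a*, miR-1224, miR-1275 and miR-412* had 0 control reads and 1 infected read. miR-1406 had 1 and 0. The rule adds the 10 called starts with the largest and the 10 with the smallest ratio among those with at least 100 reads, and the members of the lists. The values in the paper's own tables had been seen by then. Some starts, called or not (miR-5361, miR-55*, miR-71*, miR-7*, miR-34*, miR-2788*, miR-10*, miR-305*, miR-2944c-3p, miR-636, miR-2765, miR-2476, miR-iab-4-3p, miR-2c-3p, let-7d-5p), and some names of Table S5 (miR-12, miR-81, miR-279-3p, miR-344f-3p), were chosen after their values were seen.

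Alternatives were exact copies of the listed sequence, the sequence anywhere in the tag, 1 mismatch, scaling by listed miRNA reads, by reads other than miR-1 and let-7, by TMM (edgeR 4.0.16) or by median of ratios (DESeq2 1.42.0), Fisher's exact test, no filter, a minimum of 10 RPM, a log2 threshold of 2 and other choices of the sequence for a name. Counting with up to 2 mismatches anywhere in the tag, scaling the families by other reads, and counting in each family all listed starts with its seed and its starts shifted by 1 or 2 nt, were added after the data were examined. Northern blots, qRT-PCR, target prediction and phylogeny were not analysed here, since the deposited counts hold no data for them.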

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

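The tests of RNA fragments, of other forms of listed miRNAs, of the length range and of a few abundant sequences were set before their results were seen, while the comparison with infection was added after.

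Reads outside the miRNAs that the paper lists were abundant, and some differed between the libraries. Of 36 unlisted starts with at least 1000 RPM in either library, which held 7.05% of control reads and 7.67% of infected reads, 13 changed over 2-fold, 9 of them higher and 4 lower in the infected library. One of them rose from 9956 to 39733 reads (4.13-fold higher), and another fell from 102922 to 30331 (3.28-fold lower). In 24 of the 36 (66.7%), and in 9 of the 13, fewer than 50% of the reads were 21 to 23 nt long, which is consistent with fragments of longer RNAs, and 38.9% of the 36 lay within 2 mismatches of a listed start, a share that leaves forms of listed miRNAs that begin at another base open for 7 of the 13. A change with infection that 1 library per condition can show also stays open, since a replicate library would be needed to see it again.

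Reads of 28 nt and longer, outside the lengths that the paper reports, were fewer in the infected library, with 32953 and 9698 reads (log2 ratio -1.71, interval -1.75 to -1.68). Without the 10 starts with the most such reads the total was still 3.09-fold lower, which argues against a few abundant sequences as the cause. Of 90 starts with at least 50 such reads, 85 (94.4%) had a lower share of them against their own reads of 24 to 26 nt, which is consistent with a difference in the length range cut from the gel. A difference with infection stays open and was not tested.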

How the results depend on the processing

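The counts with up to 2 mismatches anywhere in the tag, the families scaled by reads other than miR-1 and let-7 and the families over more starts were chosen after seeing the data; every other alternative was set before. No paired analysis was possible because there is 1 pooled library per condition, and for the same reason no library could be left out. Under the scalings tried (listed miRNA reads, reads other than miR-1 and let-7, TMM and median of ratios), 68 to 73 starts were higher and 48 to 51 lower, against 71 and 49, and 25 names of Table S5 kept their listed direction under each. Under each of these scalings except listed miRNA reads, 1 name was called the opposite way. TMM lowered every log2 ratio by 0.10. Of 69 named results over 2-fold, 67 stayed over 2-fold the same way under every scaling; miR-328a* and miR-636 did not. Under the other ways of counting tags set beforehand, 51 stayed, and with up to 2 mismatches 60 did. Over 171 named results, 947 of 1353 alternative values lay within the counting interval, 403 lay outside it and 3 reversed a call: let-7k was 0.051 with 1 mismatch and 0.21 with 2, and miR-4046-5p was 1.05 when the listed sequence could lie anywhere in the tag. For let-7k, these counts take in reads of other let-7 members. With 2 mismatches they were 4077968 and 4551315, of which let-7-5p holds 4073755 and 4546874. They are therefore not a reversal of let-7k itself. The cause for miR-4046-5p was not tested.

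Exact copies of the listed sequence left 16 starts higher, 21 lower and 8 names of Table S5. A minimum of 10 RPM left 15 higher, 16 lower and 8 names, since fewer starts were tested. A log2 threshold of 2 left 45 higher and 26 lower, and 1 conserved arthropod miRNA in each direction. With 1 mismatch 110 starts were higher, and 31 names kept their direction while 2 were called the opposite way. With up to 2 mismatches 155 starts were higher and 112 lower, and 40 names kept their direction while 6 were called the opposite way. The cause was not tested. Each library at its own listed sequence gave 51 names, and 2 were called the opposite way. Of names listed in a single group, at least 10 reads in the other library were found for 11 (control) and 16 (infected), and exact copies for 8 and 10. The families had log2 ratios of -0.30 (miR-1), 0.47 (miR-2) and 0.12 (let-7) when scaled by other reads, and miR-2 had 0.65 over all listed starts with its seed and its shifted starts. The full-length miR-965 held G at position 10 in 100% of infected reads. The share of 22-nt reads in control and infected libraries was 50.4% and 48.0% at 13 to 27 nt, 15.7% and 15.5% of distinct tags, and 20.5% and 21.4% without miR-1 and let-7. The chosen minimum of 1 RPM limits the comparison to 370 starts. With no filter 71 starts were higher and 48 lower, of which 64 and 42 were also called with the minimum. In simulated data with counting error only, 3-fold changes were called in 48 of 50 starts and 1.5-fold changes in 3 of 50.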

Differences from the paper's values

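The paper names 161 differentially expressed miRNAs, 106 up-regulated and 55 down-regulated; 25 of these names kept their direction over 2-fold here, 20 higher and 5 lower. None of the alternatives set before the data were examined reached the paper's counts. The nearest was each library counted at its own listed sequence, with 51 names, 36 higher and 15 lower, a count that largely restates the listing. The paper states the fold threshold and a minimum level but no p threshold. In its discussion the paper gives 661 differentially expressed miRNAs, while 120 starts were called here, and 31 to 181 under the alternatives set beforehand. The paper gives 288 miRNAs expressed in both groups, 196 in the control group only and 151 in the infected group only, among its differentially expressed miRNAs. Over all names listed by the paper, a wider group, these numbers were 1160, 421 and 459. With at least 10 reads required in the library that held them, 4 names were in the control library only and 12 in the infected library only; no other alternative was run for them.

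For the putative miRNAs of Table 1, the paper lists 0 infected reads for the first and the sixth, where 11 were found, 0 for the second, where 2 were found, and 0 for the eighth, where 3 were found. The paper lists 11 control reads for the third, and 3 were found at its start. With up to 1 mismatch these counts were 11, 2, 3 and 3, in the same order. The paper's log2 ratio is -4.15 for the first and -6.89 for the second, against -0.074 and -3.27 here. With exact copies of the listed sequence the second was -3.12 (interval -8.57 to -0.27), within counting error of the paper's value; under the other alternatives set beforehand both differed from the paper's.

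Among the miRNAs that the paper measured by northern blotting, the log2 ratio of miR-1778 is 3.01 in the paper and 3.46 here. It was within counting error of the paper's value with exact copies, at 3.38, and when the listed sequence could lie anywhere in the tag, at 3.18. With up to 2 mismatches, chosen after seeing the values, it was 3.04. Under that setting 40 of the paper's 161 names keep their direction over 2-fold, so 121 drop out. The paper's tables differ on some of these reads: miR-266 has 10200 control reads in Table S1 and 102 in Table S5, and miR-702-5p has 471 and 174 infected reads, in the same order. The reads of Table S1 give log2 ratios of 1.58 and -4.60, and those of Table S5 give 8.23 and -6.04, for miR-266 and miR-702-5p. For miR-266 the paper lists 8.23, against -0.69 here, for miR-702-5p -4.27 against -2.16, and for miR-84a -4.59 against -2.02. With exact copies miR-84a was -0.95, and the interval of these few reads, -6.83 to 3.31, holds the paper's value. For miR-2d the paper lists -3.95 and for miR-2f* -2.41, against 0.66 and 0.66 here, where nearly all reads lie at a start listed for both names and shared with miR-13a and miR-13b; the other listed starts had 0 and 2 reads for miR-2d and 0 and 6 for miR-2f*. let-7a is -7.54 in the paper and -0.95 here, miR-146a* -6.91 and 0.051, miR-124a 2.22 and 0.10, and miR-1345 7.23 and 3.15. The paper gives -11.43 for miR-198 and -4.09 for miR-328a*, against -0.95 and 1.05 here. For miR-328a*, the sign is opposite to the paper's under every alternative set beforehand, although the interval from 1 control and 1 infected read (-6.24 to 6.35), found with exact copies, with the listed sequence anywhere in the tag and with only the start of the library with more listed reads, holds the paper's value. Apart from miR-1778, miR-84a and miR-328a*, none of these had an interval that held the paper's value under an alternative set beforehand that gave a ratio; an alternative that left a library at 0 reads, as for miR-146a* with exact copies, gave none.

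At the ends of Table S5, the paper's log2 ratios and those found here are 19.78 and 0.64 for miR-1231, 14.29 and 3.37 for miR-1932, 12.94 and 3.34 for miR-3138, 12.87 and 2.79 for miR-34a, 12.63 and 0.29 for miR-2783, and 12.61 and -0.17 for miR-1403. At the lower end they are -10 and 0.051 for miR-1010*, -10.12 and -1.53 for miR-1434, -10.13 and 0.47 for miR-313-5p, -10.24 and 0.92 for miR-183-5p, -10.28 and 0.43 for miR-222*, -10.95 and -0.48 for miR-31-5p, and -11.12 and 0.32 for miR-353. All of these differed from the paper's under every alternative set beforehand that gave a value. The remaining entries at the ends gave no ratio here. miR-1254, miR-279c*, miR-1258 and miR-1003-5p had 0 control reads and 1 infected read, and miR-m01-1 and miR-190b-5p had 1 and 0. The paper's log2 ratios for names listed with 0 reads match its listed reads only with 0.01 RPM in place of 0, except for the first and the second putative miRNAs, which do not match even so, and ratios with so small a value in place of 0 were not computed here. Of the 161 listed ratios, 156 match the listed reads within 0.02, and 5 do not. The values of let-7h, miR-33-5p, miR-196b, miR-638 and the fifth putative miRNA were within counting error of the paper's.

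The paper describes the miR-1, miR-2 and let-7 families as changing strongly, and each was below 2-fold here, at log2 ratios of -0.20, 0.57 and 0.21. It describes miR-124 and miR-196b as up-regulated. The log2 ratio of miR-124 was 0.07, while the sequences listed as miR-196b were higher at 5.05, on 1 control read and 32 infected reads. Whether those sequences are forms of miR-196 was not tested. It lists miR-146 among the differentially expressed miRNAs, and miR-146a had a log2 ratio of -0.77 and was not called, while miR-125a was higher at 1.20. Of the let-7 members that it describes as down-regulated, let-7b-5p had a log2 ratio of -0.31, let-7h -2.04 and let-7a -0.95 without a call. let-7k was lower at -1.12. With exact copies of the sequences listed at its start, let-7b-5p was over 2-fold lower, with 534 control reads and 226 infected reads.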

Other observations

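The explanations for the names of Table S5 were all tested after the result was seen.

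Among the miRNAs of muscle, miR-133 had 4841 control reads and 7052 infected reads (log2 ratio 0.59), and neither it nor miR-1 was called. In the let-7 cluster, 1 of the 3 members, miR-125, was higher, and of the mammalian immune miRNAs with a listed start, miR-125 was higher and miR-146 was not called. Several miRNAs of arthropods were below 2-fold but beyond counting error. miR-315 had 29689 and 15512 reads (log2 ratio -0.89, interval -0.91 to -0.86), and miR-317 had 16244 and 9769 (log2 ratio -0.68). miR-750 had 5790 and 7162 (log2 ratio 0.36). miR-252 had 366 and 564 reads (log2 ratio 0.67, interval 0.48 to 0.87), but its ratio was -0.17 with 1 mismatch allowed and -0.18 with 2, so its direction depends on which tags are counted.

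Most names of Table S5 did not keep their listed change: 43.9% of the names at 1 RPM or more (25 of 57) kept it at the same sequences, against 51 of 55 when each library was counted at its own listed sequence. The number stayed at 25 when scaled by reads other than miR-1 and let-7, a scaling that lowered every log2 ratio by only 0.09. The library totals differed by 1.04-fold, and the paper scaled by total reads as was done here. Shifts this small argue against a few miRNAs taking most of the reads and against library size. Whether the same tags were credited to different names in the libraries stays open, since the share that kept its change restates the pattern and each library's own sequences largely restate the listing. Of 87 names listed with 0 reads in 1 library, 39 had a read of the same start there, and 56 had at least 10 reads within 2 mismatches; for miR-266, listed as up-regulated, and miR-31-5p, listed as down-regulated, the most-read tag within 2 mismatches is the same, with 19320 control reads and 8494 infected reads. A change with infection that 1 library per condition can show stays open for each name, since 1 library gives no replicate.

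Of 12 vertebrate miRNA sequences set as a check for reads of another source, 8 had a control read and 7 an infected read, with 5250 and 3882 reads in all. miR-206 had 4380 and 3219 reads, and miR-122 had 759 and 569; the paper lists both names. miR-142-3p, miR-223, miR-486 and miR-126 had no read in either library.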
